A study of Mus musculus with 8 samples. Its data were reported in "BCL6 controls contact-dependent help delivery during follicular T-B cell interactions" (2021).

How the data were processed

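RNA was measured in 8 libraries of NP-binding, IgD-low, B220-positive B cells (B cells that recognise the hapten NP and are on their way into the germinal center) sorted from mouse lymph nodes 3 days after immunization with NP coupled to ovalbumin. The recipients lacked SAP, an adaptor protein without which their own T cells cannot support germinal centers, and had received ovalbumin-specific OT-II T cells. In the HET group the transferred T cells carried Cd4-cre and 1 floxed Bcl6 allele, and in the WT group they carried Cd4-cre alone. Each group has 4 libraries. The study's methods describe 1 pool of cells per group, made from several recipients, as the source of all 4 libraries, each of which holds about 200 sorted cells. The spread within a group is therefore that of sorting and library preparation, and group and pool cannot be told apart. The Bcl6 deletion was in the T cells and not in the sequenced B cells, so no targeted gene is available to check the group names.

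The authors prepared the libraries with a SMART-Seq2 protocol adapted to small cell numbers, checked reads with FastQC, aligned them to GRCm38 with Hisat2, sorted them with Samtools and counted reads per gene with HTSeq-count; the annotation release, the strand setting and the handling of reads with several alignments were not stated. The deposited count table holds whole-number read counts for 24259 gene symbols, of which 27 do not occur in the second table. The deposited TPM table holds 24232 symbols and sums to 1000000 in each library. The ratio of count to TPM was the same for every gene between libraries, so the authors' TPM values are the same counts divided by 1 fixed length per gene and rescaled. All 8 columns of each table were matched to the libraries by name. SMART-Seq2 has no molecular identifiers, so intervals and floors given for counts cover counting error only.

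Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (12744 of 24259, holding 99.7% of all counts), library sizes were scaled by TMM, and HET was compared with WT by the quasi-likelihood F-test (robust fit, group as the only factor) with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors of log2 fold changes were taken as the fold change divided by the square root of the F statistic. CPM values are counts per 1000000 after TMM scaling. A gene with at most 3 counts in every library of a group was treated as at the floor, and its fold change was computed against that floor. DESeq2 1.42.0, which the study used, was an alternative, since edgeR was set as the test for counts before the data were examined. Gene positions, types, lengths and GC contents were taken from GENCODE M21 on GRCm38, which held 23530 of the 24259 symbols.

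The published CD40 signature used by the study was not used here. In its place, 60 CD40-induced genes were compiled from general knowledge before the data were examined, together with lists for the cell cycle (36 genes), MYC and ribosome biogenesis (35), the germinal center (18), plasmablasts (21), interferon-stimulated genes (20), immediate early genes (17), naive follicular B cells (15), T cells (18) and myeloid cells (18). Lists were tested by preranked gene set enrichment with fgsea 1.28.0 over the 12744 tested genes ranked by the signed square root of F. This test permutes genes, so its p-values do not allow for genes of a list that vary together between libraries. P-values of the 8 B cell lists were adjusted together, and the T cell and myeloid lists served only to look for RNA of other cells. After the data were examined, lists of heat shock genes (18), immediate early genes linked to the antigen receptor (7), T cell receptor and surface genes (8) and MHC class II genes (12) were added. A list score per library, the mean log2 CPM of a list's genes after centring each gene, was compared between groups by a two-sided exact permutation test over 70 arrangements of the libraries, whose smallest possible p is 0.0286. The first 2 principal components of log2 CPM were compared in the same way. This score was also chosen after seeing the data. Single values per library were compared in the same way.

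The genes named in the text were chosen by a rule fixed before the data were examined. Among genes past the threshold with a mean log2 CPM of at least 4 and no overlap between the groups, the 5 largest rises and the 5 largest falls were named, and in a direction without such a gene the 3 with the lowest p. A panel of 23 genes was summarised whatever its result. Genes outside this rule are named as chosen after their values were seen.

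Alternatives were DESeq2, RLE size factors, no filter, a mean of at least 50 counts, the replicate number as a block, limma-voom with sample quality weights (limma 3.58.1), limma-trend on log2(TPM + 1), on log2(TPM + 0.1) and on genes with a mean TPM of at least 1, the number of genes detected as a covariate, immunoglobulin genes left out, an adjusted p under 0.1, an unadjusted p under 0.05 with a fold change of at least 1.2, and each library left out in turn. For the lists they were camera with a correlation of 0.01 or an estimated one, fry, rankings by log2 fold change, by signal-to-noise ratio over all genes, by DESeq2 and by TPM, and a shorter CD40-induced list. All 35 splits of the 8 libraries into groups of 4 were refitted.

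The pipeline was tested on simulated data, with counts drawn for the 12744 genes from the libraries' own means, sizes and dispersions and 200 genes changed. At a log2 change of 1, edgeR called 60 of the 200, all with the right sign, and 2 unchanged genes. DESeq2 called 89 (44.5%) and 24 unchanged genes. At a log2 change of 2 edgeR called 134 and DESeq2 146 of the 200. Among the 33 changed genes with a mean log2 CPM of at least 6, edgeR called 90.9% at a log2 change of 1. When the 53 tested CD40-induced genes were all lowered by 0.25 on the log2 scale, the list test found it in 20 of 20 simulations, and with no shift it gave an unadjusted p under 0.05 in 2 of 20. Genes were simulated independently of each other.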

Results

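To ask how the B cells being helped differ when helper T cells lack 1 copy of Bcl6, transcriptomes of NP-binding B cells developing toward germinal centers were compared at day 3 after immunization. The HET group comprised 4 libraries of about 200 cells each from recipients of Cd4-cre OT-II T cells with 1 floxed Bcl6 allele. The WT group comprised 4 libraries from recipients of Cd4-cre OT-II T cells. Total counts ranged from 6652386 to 12559189 per library. They averaged 8399420 ± 2813540 (SD, n = 4) in HET and 9492890 ± 1208830 (SD, n = 4) in WT, and the difference was within the spread of the repeats (two-sided exact permutation p = 0.429). The HET spread came from HET replicate 1, the deepest library. The other HET libraries (6652386 to 7683705 counts) all lay below every WT library (at least 7788077). At these depths, 3 counts corresponded to between 0.241 and 0.455 CPM.

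The number of genes with at least 1 count was 16785 ± 709 (SD, n = 4) in HET and 16466 ± 309 (SD, n = 4) in WT (exact permutation p = 0.486). With a minimum of 5 counts the sign of this difference reversed, from 319 more genes to 17.8 fewer genes in HET on average, and both differences were smaller than the SD within HET. A single ribosomal RNA gene, CT010467.1, took 7.83% ± 1.41 (SD, n = 4) of counts in HET and 7.20% ± 0.430 (SD, n = 4) in WT. Mitochondrial transcripts took 3.14% ± 0.184 (SD, n = 4) and 3.31% ± 0.183 (SD, n = 4), respectively. Immunoglobulin genes took 2.77% ± 1.23 (SD, n = 4) and 2.39% ± 0.156 (SD, n = 4). The 95% Wilson interval of such a share in a single library was at most 0.0452 percentage points wide. None of these 5 measures, total counts and genes detected included, differed between groups (exact permutation tests, adjusted p from 0.786 to 0.971 over the 5). Spearman correlations across genes, which are not independent replicates, were 0.895 to 0.918 between repeats of a group and 0.896 to 0.917 between repeats of different groups. Of the first 2 principal components, the first (18.3% of the variance) did not separate the groups (two-sided exact permutation p = 0.2, adjusted p = 0.2), and the second (16.02%) separated all 4 HET from all 4 WT libraries (exact permutation p = 0.0286, the smallest possible, adjusted p = 0.0571). Pairs of repeats differed by more than counting error, with a chi-square of 13.2 to 32.9 per degree of freedom, and none was a duplicate. The common biological coefficient of variation was 0.391.

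Next, gene expression was compared between B cells helped by HET and WT T cells. Of 12744 genes tested, 3 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and all 3 were lower in HET. No gene passed in the other direction. At an unadjusted p under 0.05 there were 426 genes higher and 494 genes lower in HET, 920 together, where 637 are given by chance alone. The groups did not overlap for 587 genes (4.61%), against 2.86% by chance. The count of called genes moved most with the test among the count-based tools: DESeq2 called 95 genes, 41 higher and 54 lower in HET. These 95 included the 3 genes called by edgeR, and 86 of them had an unadjusted p under 0.05 in edgeR. When a library was left out, 6 genes passed without WT replicate 1, and 1 passed without any of the HET replicates 1, 2, 3 or 4 or without WT replicate 3.

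The 3 genes past the threshold were Fos, Jun and Ppp1r15a, all protein-coding. Fos (chromosome 12, 85473890 to 85477273 on GRCm38) was present at 93.8 ± 15.4 CPM (SD, n = 4) in HET and 252 ± 45.2 CPM (SD, n = 4) in WT. Its log2 fold change was -1.43 with an SE of 0.15 and an adjusted p of 0.00206 (edgeR). Jun (chromosome 4, 95049034 to 95052222) was present at 129 ± 18.9 CPM (SD, n = 4) in HET and 259 ± 48.9 CPM (SD, n = 4) in WT, a log2 fold change of -1.004 with an SE of 0.14 (edgeR adjusted p = 0.0411). Ppp1r15a (chromosome 7, 45522916 to 45526268) was present at 65.5 ± 14.1 CPM (SD, n = 4) in HET and 138 ± 13.6 CPM (SD, n = 4) in WT, a log2 fold change of -1.07 with an SE of 0.16 (edgeR adjusted p = 0.0411). For each of these genes, all 4 HET libraries lay below all 4 WT libraries. Fos passed the threshold in all 8 fits that left out a library. Jun passed in 1 of these fits, the one without WT replicate 1, where its adjusted p in edgeR was 0.0312, in a range of 0.0312 to 0.174 over the 8 fits. Ppp1r15a passed in none of the 8 fits, in which its adjusted p in edgeR ranged from 0.0558 to 0.199 and its log2 fold change from -1.19 to -0.95. Over 11 other settings with all libraries, the adjusted p ranged from 7.5e-16 (DESeq2) to 0.494 (limma-trend) for Fos, which passed in 7, and Jun and Ppp1r15a each passed in 6.

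**Figure D1:**
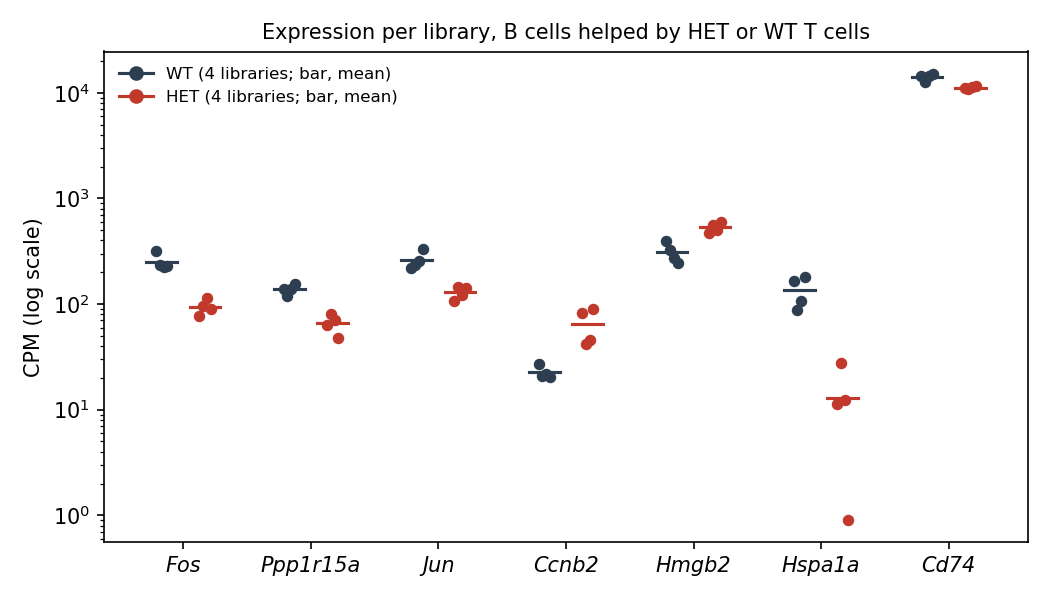
Expression in CPM (vertical axis, log scale) of 7 genes in each of the 8 libraries; points are libraries and bars are group means, with WT in dark blue and HET in red. Fos, Ppp1r15a, Jun, Hspa1a and Cd74 were lower in each HET library than in any WT library, Ccnb2 and Hmgb2 were higher, and Hspa1a and Cd74 were added after their values were seen.

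No gene higher in HET passed the threshold, and the 3 with the lowest p in that direction were Ccnb2, Hmgb2 and Rabl2. Ccnb2 (chromosome 9, 70407692 to 70421547), which encodes a mitotic cyclin, was present at 65.1 ± 24.9 CPM (SD, n = 4) in HET and 22.6 ± 3.13 CPM (SD, n = 4) in WT. Its log2 fold change was 1.53 with an SE of 0.26 (edgeR adjusted p = 0.0870). Hmgb2 (chromosome 8, 57511907 to 57515999) was present at 533 ± 56.7 CPM (SD, n = 4) in HET and 309.5 ± 64.3 CPM (SD, n = 4) in WT, a log2 fold change of 0.78 with an SE of 0.13 (edgeR adjusted p = 0.0870). Without WT replicate 1, Hmgb2 passed the threshold with an adjusted p of 0.0223 in edgeR, in a range of 0.0223 to 0.387 over the 8 fits that left out a library. Rabl2 (chromosome 15, 89582533 to 89591923) had 13 to 80 counts in the HET libraries and 0 to 1 counts in the WT libraries, which makes it at least 10.8-fold higher in HET (edgeR adjusted p = 0.0879). All 3 were called by DESeq2.

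The study asked whether B cells helped by HET T cells received less CD40 signaling, and this was examined with a list of 60 CD40-induced genes. Of these, 53 were tested. In HET, 29 were higher and 24 lower, with a median log2 fold change of 0.05. The list as a whole did not differ between groups (normalized enrichment score 1.15, p = 0.216 by gene permutation), and its sign was toward higher expression in HET. The list score was 0.08 ± 0.13 (SD, n = 4) in HET and -0.08 ± 0.08 (SD, n = 4) in WT on the log2 scale (exact permutation p = 0.143, adjusted p = 0.229 over 8 lists). The difference of 0.15 fell to 0.10 without HET replicate 3. It kept its sign whichever library was left out (0.10 to 0.19). The sign of the enrichment score was not stable. The enrichment score was -1.37 (p = 0.0562 by gene permutation) when genes were ranked by log2(TPM + 1), the alternative that moved it most. It was -1.29 without HET replicate 3 and -1.11 without WT replicate 2. The median log2 fold change of the list stayed above 0 in 11 other settings with all libraries (0.004 to 0.06).

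**Figure D2:**
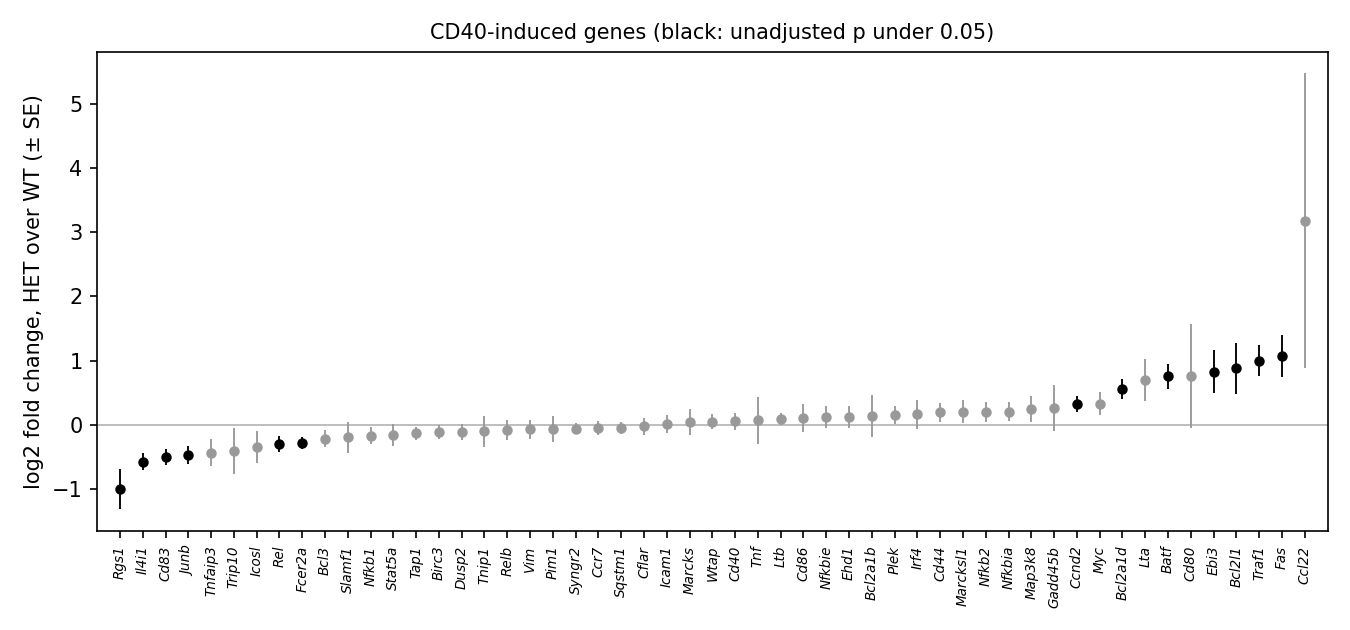
Log2 fold change, HET over WT (vertical axis, with standard errors), of the 53 tested CD40-induced genes ordered by fold change; black points have an unadjusted p under 0.05 in edgeR and grey points do not. The list holds 7 such genes higher and 6 lower in HET, so its members moved in both directions.

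Single genes of the list moved both ways by more than the spread of the repeats. There were 7 genes higher and 6 lower at an unadjusted p under 0.05. Of all 53, 8 passed in edgeR when adjusted over the list alone, and 0 passed in edgeR when adjusted over all genes tested. The 8, named after their values were seen, were Traf1, Batf, Bcl2a1d and Fas, which were higher in HET with log2 fold changes of 1.001, 0.76, 0.56 and 1.08, and Il4i1, Cd83, Junb and Rgs1, which were lower with log2 fold changes of -0.57, -0.50, -0.46 and -0.999. Bcl2a1d has near-identical copies, and its value is uncertain for that reason. In DESeq2, Traf1, Il4i1, Batf and Cd83 passed over all genes tested (adjusted p = 0.0159, 0.0233, 0.0486 and 0.0488). Cd40 itself did not differ, with 96.9 ± 9.87 CPM (SD, n = 4) in HET and 92.9 ± 10.9 CPM (SD, n = 4) in WT (log2 fold change 0.06, edgeR adjusted p = 0.958).

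The fixed panel of 23 B cell genes was fully tested. At an unadjusted p under 0.05, 6 were higher in HET and 3 lower. When adjusted over the list alone, 5 passed in edgeR (Traf1, Cd83, Fas, Ighd and S1pr2), and over all genes tested 0 passed in edgeR. DESeq2 called Traf1 (adjusted p = 0.0159) and Cd83 (adjusted p = 0.0488) over all genes tested. Among genes of the germinal center program, S1pr2 was present at 14.1 ± 10.2 CPM (SD, n = 4) in HET and 1.44 ± 1.86 CPM (SD, n = 4) in WT. WT replicate 1 had 4.18 CPM of S1pr2 against 0 to 0.883 CPM in the other WT libraries. The log2 fold change of S1pr2, 3.26 with all libraries, ranged from 2.74 to 4.72 over the 8 fits that left out a library. It was largest without WT replicate 1. Fas was present at 14.3 ± 3.02 CPM (SD, n = 4) in HET and 6.77 ± 0.683 CPM (SD, n = 4) in WT. Bcl6 went the other way, with 45.6 ± 10.2 CPM (SD, n = 4) in HET and 64.2 ± 15.4 CPM (SD, n = 4) in WT. The adjusted p over all genes in edgeR was 0.547 for S1pr2, 0.484 for Fas and 0.629 for Bcl6. Myc, Irf4, Prdm1 and Ighg1 had an unadjusted p above the same limit.

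The 7 other B cell lists set the CD40-induced list beside other programs. By preranked enrichment, 6 of the 7 passed an adjusted p of 0.05 over the 8 lists. The cell cycle list was higher in HET (normalized enrichment score 2.92, gene permutation p = 1.7e-15, adjusted 1.4e-14), with 35 of its 36 genes higher and a median log2 fold change of 0.58. The list for MYC and ribosome biogenesis was higher with a score of 2.58 (adjusted gene permutation p = 5.5e-09, 30 of 35 genes higher). The plasmablast list was higher with a score of 1.94 (adjusted gene permutation p = 0.00261, 17 of 20 genes higher), and the germinal center list with 1.66 (adjusted gene permutation p = 0.0266, 12 of 16 genes higher). The immediate early list was lower in HET with a score of -2.28 (adjusted gene permutation p = 4.3e-06, 14 of 15 genes lower), and the naive follicular B cell list with -1.89 (adjusted gene permutation p = 0.00381, 14 of 15 genes lower). Interferon-stimulated genes did not pass (score 1.45, adjusted gene permutation p = 0.0829, 16 of 20 genes higher). Adjusted over the list alone, single genes passed in the lists for naive follicular B cells (7), immediate early genes (5), the cell cycle (3) and MYC and ribosome biogenesis (1). Over all genes tested in edgeR, only the immediate early genes Fos and Jun passed among these lists. DESeq2 also called Ccnb2 and Rrm2 (cell cycle), Odc1 (MYC and ribosome biogenesis), Zfp36 and Dusp1 (immediate early), and Cd38 and Klf2 (naive follicular B cell). Their adjusted p in DESeq2 ranged from 3.3e-05 to 0.0456, and all but Ccnb2 were named after their values were seen.

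These calls were weaker where the variation between libraries entered the test. Camera with a preset correlation of 0.01 gave the same 6 calls, of which 3 held under fry (germinal center, immediate early and naive follicular B cell, adjusted p from 0.0147 to 0.0199) and 0 with an estimated correlation, where 4 lists had an unadjusted p from 0.00753 to 0.0320. Scores per library separated the groups without overlap for the cell cycle, germinal center and naive follicular B cell lists. Each of these had an exact permutation p of 0.0286, the smallest possible, and an adjusted p of 0.0762. The cell cycle score was 0.36 ± 0.28 (SD, n = 4) in HET and -0.36 ± 0.58 (SD, n = 4) in WT, and WT replicate 4 had the lowest value of -1.22. Without WT replicate 4 the difference between the group means fell from 0.72 to 0.44, and the enrichment score of the list was 2.72. The plasmablast result rested on a single library: without HET replicate 1 its enrichment score was -0.80 (gene permutation p = 0.782). The germinal center list did not pass without HET replicate 2 (score 1.48), without HET replicate 4 (1.46) or without WT replicate 2 (1.42), and interferon-stimulated genes passed without HET replicate 4 (1.71) or without WT replicate 4 (1.67) and fell to a score of 0.861 without HET replicate 3 and 0.879 without WT replicate 1.

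**Figure D3:**
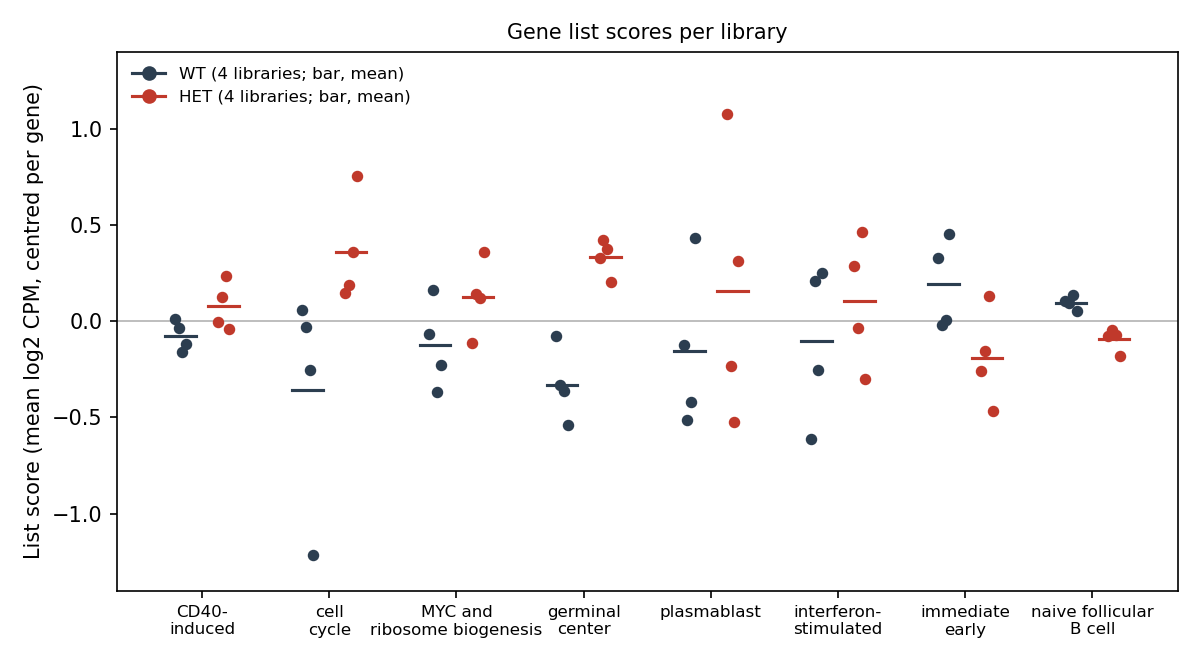
List scores (vertical axis, mean log2 CPM of a list's genes after centring each gene) of the 8 B cell lists in each library; points are libraries and bars are group means, with WT in dark blue and HET in red. The groups do not overlap for the cell cycle, germinal center and naive follicular B cell lists, and HET replicate 1 stands at 1.07 in the plasmablast list.

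The remaining lists measured transcripts of other cells. Of 18 T cell genes 17 were tested, and the list had an enrichment score of 1.998 (gene permutation p = 0.000488), with a list score of 0.31 ± 0.57 (SD, n = 4) in HET and -0.31 ± 0.60 (SD, n = 4) in WT (exact permutation p = 0.171). Without HET replicate 2 the difference between the group means fell from 0.62 to 0.38. Of 18 myeloid genes only 6 were tested, with a score of -1.37 (gene permutation p = 0.139).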

Values the study reported

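The study sorted 4 repeats of 200 cells from the pooled recipients of each group at day 3. It reported in words that a published set of CD40-induced genes was expressed at significantly lower levels in B cells helped by T cells with a single intact Bcl6 allele.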

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

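The test of the plasmablast list in HET replicate 1 was chosen after its immunoglobulin values were seen, and so were Jchain and the share of single V segments. A library was singled out when its distance to the nearest other library of its group took up more of the group's range than is usual for 4 values. This met 11 of 100 groups of 4 values examined, where chance alone gives about 5 if values are normally distributed. CPM values need not be. A gene at 0 in all but 1 library of a group meets the rule at any height, as Rabl2 and Ccl22 did in WT. The groups share libraries and genes, so the 11 are not independent.

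HET replicate 1 accounted for 6 of them. Immunoglobulin genes took 4.61% of its counts (95% Wilson interval 4.60% to 4.62%) against 2.07% to 2.23% in the other HET libraries, and this gap was 0.938 of the range. Ighm stood at 15362 CPM against 6145 to 7366 CPM (0.868 of the range), Jchain at 1576 CPM against 10.5 to 97.1 CPM (0.945 of the range) and Prdm1 at 10.2 CPM against 0.150 to 1.81 CPM (0.835 of the range). Ccnd2 was lowest there, at 277 CPM against 348 to 360 CPM (0.851 of the range). The V segment use of HET replicate 1 was also unlike that of the other HET libraries. Ighv1-26 took 32.9% of heavy chain V counts (95% Wilson interval 32.4% to 33.4%) against 1.83% to 3.39% in the other HET libraries, and Igkv8-30 took 31.7% of light chain V counts (95% Wilson interval 31.5% to 32.0%) against 0.103% to 1.45%. In WT the gap was smaller, with 0.365% to 10.3% for Ighv1-26 and 1.09% to 15.8% for Igkv8-30, all below HET replicate 1. A candidate explanation is a small number of antibody-secreting cells in that repeat. The plasmablast list, which does not contain Ighm, lay above all of 10000 expression-matched random lists in HET replicate 1 against the mean of the other 3 (percentile 100, median log2 ratio 0.64), and 17 of its 20 tested genes were highest there among the HET libraries. Such cells need not be peculiar to HET, since Prdm1 stood at 10.9 CPM in WT replicate 4. Jchain and Prdm1 are in that list. Depth alone does not raise a CPM value, although this library was the deepest with 12559189 counts. With immunoglobulin genes left out, the 3 genes called between groups stayed the same. Since all HET repeats came from 1 pool, a difference in how single repeats sampled rare cells stays open, and no link to the T cell genotype was tested.

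Rabl2 was marked in both groups. HET replicate 1 had 6.43 CPM against 1.97 to 2.72 CPM in the other HET libraries (0.832 of the range), and WT replicate 4 had 0.104 CPM against 0 in the other WT libraries (1 of the range), which was a single count and within counting error. Ccl22 was marked by WT replicate 2, with 26.3 CPM against 0 in the other WT libraries (1 of the range). In HET it ranged from 0.303 to 171 CPM, so it varied between repeats in both groups. No explanation was tested for either gene.

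Fos was highest in WT replicate 1, at 320 CPM against 226 to 233 CPM in the other WT libraries (0.921 of the range). Without this library Fos still passed the threshold. Myc was highest in HET replicate 4, at 288 CPM against 219 to 230 CPM (0.835 of the range). The share of the ribosomal RNA gene CT010467.1 was highest among WT libraries in WT replicate 4, at 7.84% (95% Wilson interval 7.82% to 7.86%) against 6.90% to 7.05% (0.848 of the range), and it was higher still in HET replicate 4, at 9.90%. These 3 values are about what chance gives among the groups examined, and no explanation was tested for them.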

How the results depend on the processing

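The list score per library, its permutation test and its differences with a library left out, and the genes Hspa1a, Hspa1b, Dnajb1 and Cd74, were chosen after seeing the data; the other alternatives were set before the data were examined.

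The count of genes past the threshold depended on the tool. Against 3 genes in edgeR, DESeq2 called 95 (41 higher, 54 lower), edgeR with no filter 38 (19 higher, 19 lower), with a mean of at least 50 counts 7 (3 higher, 4 lower) and limma-voom with quality weights 6 (2 higher, 4 lower). Each of these included the 3 genes. An adjusted p under 0.1 gave 8 genes (4 higher, 4 lower), and an unadjusted p under 0.05 with a fold change of at least 1.2 gave 866 (410 higher, 456 lower). With genes detected as a covariate 1 of the 3 genes remained. The TPM table gave 0 genes at log2(TPM + 1), where 1192 had an unadjusted p under 0.05. It gave 1 gene at log2(TPM + 0.1), which was none of the 3, and 0 genes with a mean TPM of at least 1, where 958 had an unadjusted p under 0.05. RLE size factors and leaving out immunoglobulin genes gave the same 3 genes. Across the 8 fits that each left out a library, from 1 to 6 genes passed, 6 without WT replicate 1. Simulated unchanged genes were called 24 times by DESeq2 and 2 times by edgeR, and among the 35 splits of the libraries DESeq2 called as many as 95 genes in 2, the real one included, with up to 145. The median log2 fold change of all genes stayed between -0.05 and 0.01 in edgeR and in 11 other settings with all 8 libraries.

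The replicate numbers did not pair the libraries, since deviations of libraries with the same number correlated at -0.05, 0.01, 0.00 and -0.03. With the replicate number as a block, 0 genes passed (912 at an unadjusted p under 0.05), the CD40-induced list had a score of 1.34, and 7 other lists passed.

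The enrichment score of the CD40-induced list reversed when genes were ranked by log2(TPM + 1) (-1.37) and ranged from -1.29 to 1.37 across the 8 fits that each left out a library. In the 11 other alternatives it kept its sign and did not pass 0.05. The median log2 fold change of this list did not reverse (0.004 to 0.06 over 11 other settings with all libraries). Nor did the difference in its score per library (0.10 to 0.19 with a library left out). The difference in genes detected reversed with at least 5 counts (-17.8 genes). The cause of these changes was not tested.

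Of the other lists, 6 passed in the main ranking, 0 with camera and an estimated correlation (4 at an unadjusted p under 0.05), 3 with fry and 0 by exact permutation of list scores, where 3 had the smallest possible p of 0.0286 before adjustment. The adjusted exact test could pass a list only if most of the 8 lists reached that floor. Ranked by log2 fold change 4 passed, without the lists that were lower in HET (immediate early -1.46, naive follicular B cell -1.26), and 4 passed with genes detected as a covariate, without the plasmablast (1.101) and germinal center (1.60) lists. Across the 8 fits that each left out a library, 5 to 7 lists passed, and the plasmablast list ranged from -0.80 to 2.22, reversing without HET replicate 1. With all libraries in, 21 results of these lists were weaker and 1 stronger; with 1 left out, 3 were weaker and 2 stronger. Of the 19 named genes that were recomputed, none reversed. Of their results, 14 were weaker and 19 stronger outside the fits that left out a library, and 15 weaker and 2 stronger within them.

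Genes with low counts were recovered least often, and whether depth or their larger dispersion sets this was not tested. Of 200 simulated genes with a log2 change of 1, edgeR called 60, and it called 90.9% of those at a mean log2 CPM of at least 6.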

Other observations

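The tests on MHC class II genes, the list of antigen receptor genes, naive B cells, T cell transcripts and Ighv1-81 were chosen only after the results were seen, as were the genes Hspa1a, Hspa1b, Dnajb1, Zfp36 and Cd74. The splits of the libraries, the heat shock list and the corrections of the cell cycle and immediate early lists for GC content, length and genes detected were set before their results were seen.

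Of the 35 splits of the 8 libraries into groups of 4, 1 gave as many as 3 genes past the threshold, the real one. For 920 genes at an unadjusted p under 0.05 it was 2 of 35. A cell cycle score as far from 0 was found in 1 split, the real one. For the immediate early list it was 2 splits, for the MHC class II genes 2, for the germinal center list 3, for the naive follicular B cell list 5, for MYC and ribosome biogenesis 6, for the T cell list 10, for the CD40-induced list 20 and for the plasmablast list 24 of 35. The median score over splits was 2.04 for the cell cycle list, so that even arbitrary groups of these libraries gave large enrichment scores. All repeats of a group came from 1 pool, so a difference between pools from any source passes this test as well.

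The CD40-induced list did not move in the direction the study reported for its own signature. The enrichment score here was 1.15, toward higher expression in HET, with p = 0.216 by gene permutation. The signature of the study, genes raised in Ramos cells by CD40L, is not the list used here. The difference may therefore lie in the genes chosen or in the cells they were drawn from. It may also lie in the ranking, since the enrichment score was -1.37 with log2(TPM + 1), although the median log2 fold change there was 0.01. A signal-to-noise ranking over all genes, the default of the software the study used, gave 1.30 and a DESeq2 ranking 1.31. A shorter list without Bcl2a1 copies and genes shared with other lists gave 1.12.

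Cell cycle genes were higher in HET. GC content and length explained 3.01% of the variance of the statistic across genes, and removing that trend left the score at 2.93. With genes detected in the model it was 2.87. Both corrections argue against these sources as the whole cause. More naive B cells among the WT repeats would also lower cell cycle genes in WT. The naive list was indeed lower in HET with a score of -1.89, but 5 of 35 splits gave one as large, so this does not settle it. A difference in helper T cell genotype, a difference between pools and a difference in sorting all stay open.

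The immediate early genes were the strongest single-gene signal, and Fos, Jun, Zfp36 and Ppp1r15a are also known to respond to cell handling. If the HET pool had been stressed less during preparation, heat shock genes would be expected to be lower too. Hspa1a was 13.03 ± 10.99 CPM (SD, n = 4) in HET and 135 ± 44.5 CPM (SD, n = 4) in WT, Hspa1b 1.01 ± 0.927 CPM and 9.60 ± 3.46 CPM, and Dnajb1 104 ± 13.02 CPM and 143 ± 4.81 CPM, each without overlap between groups. Hspd1 went the other way with a log2 fold change of 0.46 (edgeR adjusted p = 0.551), and was also named after its value was seen. Hspd1 and Hspe1 are also in the list for MYC and ribosome biogenesis, which was higher in HET, so they bear less clearly on stress. Hspa1a, Hspa1b, Dnajb1 and Hspd1 were the 4 genes of the heat shock list that passed in edgeR when adjusted over that list alone, while 0 passed over all genes tested. In DESeq2, Hspa1b, Hspa1a and Dnajb1 passed over all genes tested (adjusted p = 0.000972, 0.0121 and 0.0365), and Hspd1 did not. Of the 17 tested genes of the whole heat shock list, 10 were higher and 7 lower. The list had an enrichment score of -1.49 (p = 0.0665 by gene permutation, 10 of 35 splits as large). Its score per library had an exact permutation p of 0.0286, the smallest possible. That score is a mean over genes and leaned on Hspa1a and Hspa1b, with log2 fold changes of -3.36 and -3.24. The median log2 fold change of the list was 0.04. The list did not pass by fry (p = 0.326) or by camera with an estimated correlation (p = 0.434). It does not settle the question, so handling and T cell genotype cannot be told apart. Hspa1a and Hspa1b are near-identical copies, and reads may be split between them. Weaker antigen receptor signaling in HET-helped B cells is another candidate explanation. The 6 tested immediate early genes linked to the receptor gave a score of -0.79 (p = 0.737 by gene permutation, 5 of 6 genes lower). Its sign was not stable, with a score of 0.80 after removal of the trend with GC content and length and a difference of 0.02 between the scores per library (exact permutation p = 1) that fell below 0 without HET replicate 2 or 3 or WT replicate 2 or 3 (from -0.13 to -0.04), and 31 of 35 splits gave a score as large, so this explanation stays open as well. After removal of the trend with GC content and length the immediate early score was -2.24, which argues against that trend as the whole cause.

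MHC class II genes were lower in HET, a pattern noticed in the data. The list holds Ciita, Cd74, Ifi30 and Ctss besides genes of class II chains. All 12 genes of the list were lower, also under each of 11 alternative settings, with medians from -0.36 to -0.30 on the log2 scale. Cd74 was 11197 ± 376 CPM (SD, n = 4) in HET and 14139 ± 1079 CPM (SD, n = 4) in WT (log2 fold change -0.34, SE 0.05, edgeR adjusted p = 0.0770, and 0.000333 to 0.726 over the alternatives). Adjusted over the list alone, 11 passed in edgeR, and over all genes tested 0 passed in edgeR (11 at an unadjusted p under 0.05). In DESeq2, Cd74, Ifi30, Ciita and H2-Eb1 passed over all genes tested (adjusted p = 0.00868, 0.0121, 0.0121 and 0.0456). Ifi30, Ciita and H2-Eb1 were also named after their values were seen. The list score differed with an exact permutation p of 0.0286, the smallest possible, but 2 of 35 splits gave an enrichment score as large as -2.43. After removal of the trend with GC content and length the score was -2.54, which argues against that trend as the whole cause. The shift is small and was found and tested on the same libraries. The naive follicular B cell list was lower in HET as well (median log2 fold change -0.14, 14 of 15 genes lower). Whether the shift is particular to MHC class II genes was not tested. No other cause was tested, and differences in T cell genotype and between pools stay open.

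T cell transcripts were present in all 8 libraries. Trac was at 15.9 to 44.04 CPM in HET and 5.17 to 49.7 CPM in WT, Trbc2 at 29.4 to 75.9 CPM and 10.8 to 64.6 CPM, and Cd3d at 22.8 to 46.4 CPM and 2.65 to 30.6 CPM. Of the 18 T cell list genes, 15 had over 3 counts in all 8 libraries, 8 are also in the T cell receptor and surface list and 0 in a B cell list. The transferred helpers are CD4 T cells, yet Cd4 had 15 counts in total over the 8 libraries, against 2180 for Cd8a and 4065 for Cd8b1, that is 0.688 Cd4 counts per 100 Cd8a counts. Nkg7 and Klrd1 had 3658 and 1635 counts. This argues against the transferred helpers as the main source, and a candidate source is RNA from CD8 T cells or other CD8-expressing cells carried along in sorting. Whether HET repeats held more of it could not be decided. The ranges of Cd8a (18.8 to 57.1 CPM in HET, 7.19 to 34.2 CPM in WT), Cd8b1, Nkg7 and Klrd1 overlapped between groups. Eomes and Tbx21, named after their values were seen, were higher in HET without overlap. They passed in DESeq2 (adjusted p = 0.0188 and 0.0310) and not in edgeR (adjusted p = 0.290 and 0.333), and the cells they came from were not tested. The receptor and surface genes scored 1.73 (p = 0.00889 by gene permutation, 7 of 7 genes higher, exact permutation p = 0.2 for the score per library, whose difference of 0.82 fell to 0.496 without WT replicate 3), but 8 of 35 splits scored as high.

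Ighv1-81 took 28.2% to 33.2% of heavy chain V counts in 7 libraries and 11.4% in HET replicate 1. In CPM it ranged from 303 to 425 over all 8 libraries, a coefficient of variation of 11.4%. Ighv1-26 varied by 205%. The V segment typical of NP-specific antibodies in these mice varied by 82.2%. Binomial sampling of 200 cells at the share of Ighv1-81 would give 11.2%, so its observed spread was 1.02 times that of cell sampling alone, whereas 7 of the 11 V segments with a mean of at least 20 CPM exceeded 1.5 times theirs. The segment was picked because it varied least of the 11, so this ratio decides nothing about the source of its spread or of its high share. Reads shared with related V segments stay open because the handling of such reads was not stated. Iglv1 was the top light chain segment in 6 of 8 libraries, at 18.8% (95% Wilson interval 18.3% to 19.3%) to 43.3% (42.7% to 43.9%). None of the 8 segments examined differed between groups (exact permutation p from 0.571 to 0.971, adjusted p from 0.8 to 0.971). Among 9 constant region and J chain genes the lowest exact permutation p was 0.0571, for Ighd, which was 0.514 after adjustment.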
